# Chrysanthemum Leaf Ethanol Extract Prevents Obesity and Metabolic Disease in Diet-Induced Obese Mice via Lipid Mobilization in White Adipose Tissue

**DOI:** 10.3390/nu11061347

**Published:** 2019-06-15

**Authors:** Ri Ryu, Eun-Young Kwon, Ji-Young Choi, Jong Cheol Shon, Kwang-Hyeon Liu, Myung-Sook Choi

**Keywords:** *Chrysanthemum morifolium* Ramat, obesity, lipid mobilization, energy expenditure, transcriptome

## Abstract

This study aimed to elucidate the molecular mechanism of *Chrysanthemum morifolium* Ramat. against obesity and diabetes, by comparing the transcriptional changes in epididymal white adipose tissue (eWAT) with those of the bioactive compound in *C. morifolium*, luteolin (LU). Male C57BL/6J mice were fed a normal diet, high-fat diet (HFD), and HFD supplemented with 1.5% w/w chrysanthemum leaf ethanol extract (CLE) for 16 weeks. Supplementation with CLE and LU significantly decreased the body weight gain and eWAT weight by stimulating mRNA expressions for thermogenesis and energy expenditure in eWAT via lipid mobilization, which may be linked to the attenuation of dyslipidemia. Furthermore, CLE and LU increased uncoupling protein-1 protein expression in brown adipose tissue, leading to energy expenditure. Of note, CLE and LU supplements enhanced the balance between lipid storage and mobilization in white adipose tissue (WAT), in turn, inhibiting adipocyte inflammation and lipotoxicity of peripheral tissues. Moreover, CLE and LU attenuated hepatic steatosis by suppressing hepatic lipogenesis, thereby ameliorating insulin resistance and dyslipidemia. Our data suggest that CLE helps inhibit obesity and its comorbidities via the complex interplay between liver and WAT in diet-induced obese mice.

## 1. Introduction

Since obesity is associated with an increased risk of metabolic disorders, including insulin resistance, type 2 diabetes, dyslipidemia, fatty liver, hypertension, and various chronic diseases, it is recognized as a growing health problem. White adipose tissue (WAT) serves an important role as a surplus energy storage, and also has an endocrine function, synthesizing biologically active compounds and hormones that regulate metabolic homeostasis [1]. In the obese state, expansion of the impaired adipocytes increases the secretion of pro-inflammatory adipokines, such as leptin, resistin, tumor necrosis factor-α (TNF-α), interleukin (IL)-6, IL-18, macrophage inflammatory protein-1β (MIP-1β), and monocyte chemotactic protein 1 (MCP-1), which can lead to inflamed adipose tissue, macrophage accumulation, and the synthesis of fibrotic components [2]. In this way, dysfunctional adipose tissue drives the development of chronic low-grade inflammation, insulin resistance, and obesity-associated complications [3,4,5]. In addition, obesity and high-fat diet (HFD) feeding also promote lipolysis and decrease lipogenesis, in turn, perturbing cellular insulin signaling [6,7,8]. Decreased storing capacity of adipose tissue may contribute to elevated circulating plasma free fatty acids (FFAs) and ectopic fat deposition via the portal system, which causes lipotoxicity of non-adipose tissues, including liver, skeletal muscle, kidney, and pancreas [9]. Furthermore, accumulated ectopic lipid in the liver leads to hepatic steatosis via overexpression of transcription factors, such as the sterol regulatory element-binding proteins [10], resulting in over-secretion of very low-density lipoprotein (VLDL) and downstream effects on atherogenic dyslipidemia [11].

Due to the global epidemic of obesity, extensive research is focused on its prevention, diagnosis, and treatment. Recent approaches to targeting energy expenditure and thermogenesis have emerged in the use of drugs or functional food to counteract obesity treatment [12]. Natural products possess multi-compound and multi-target characteristics, and so are likely to exhibit synergistic effects. Multi-target drugs have attracted considerable attention, due to their advantages in the treatment of complex diseases and minimal undesirable side effects [13].

The flower of chrysanthemum (*Chrysanthemum morifolium* Ramat.) is popular worldwide and has demonstrated potential effects against insulin resistance, inflammation, and cardiovascular disease [14,15] that have been associated with its flavonoids, such as luteolin (LU), chlorogenic acid, apigenin, and acacetin [16]. Research shows that LU supplements exert protective effects against obesity and its comorbidities via interplay between the liver and adipose tissue in diet-induced obese mice [17]. However, its molecular mechanism has not yet been clarified. Therefore, the current study applied transcriptomic analysis using RNA sequencing (RNA-Seq), to elucidate how chrysanthemum leaf modulates metabolic regulation, and decipher the mechanism underlying the multi-target efficacy of its major component, LU, in C57BL/6J mice fed an HFD.

## 2. Material and Methods

### 2.1. Preparation of Chrysanthemum morifolium Ramat. Ethanol Extract (CLE)

CLE was obtained from Haihang Industry Co., Ltd. (Jinan, China). The raw material, *C. morifolium* Ramat. was extracted three times with 10 volumes of 70% ethanol in an extraction pot at 65–75 °C for 2 h per extraction. The CLE was collected, concentrated extraction liquid, and then spray-dried (120 °C, 80 mesh). The yield was 10%. Flavonoids in CLE were identified using liquid chromatography–tandem mass spectrometry and are listed in Table S1.

### 2.2. Experimental Design

Four-week-old male C57BL/6J mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA). All mice were individually housed under constant temperature (24 °C) and 12-h light/dark cycle. After a 1-week acclimation on a normal chow diet, the mice were then randomly divided into four groups, and each group was fed one of the following diets for 16 weeks: Normal diet (ND, 12% kcal from fat, *n* = 10); HFD (45% of kcal from fat, *n* = 15); HFD with 1.5% (*w*/*w*) CLE (*n* = 10); HFD with 0.003% (*w*/*w*) LU (*n* = 10) (Table S2). The dose of CLE and luteolin was based on previous in vivo studies, 0.005% (*w*/*w*) luteolin and 5% (*w*/*w*) chrysanthemum flower extract, respectively [15,17]. 0.003% (*w*/*w*) luteolin and 1.5% (*w*/*w*) CLE were decided for in investigating the biological effects at the lower dose than doses in the previous study. At the end of the experimental period, all mice were anesthetized with isoflurane after 12-h of fasting. Animal studies were performed under the protocols approved by the Kyungpook National University Industry Foundation (Approval No. KNU-2016-49).

### 2.3. Measurement of Calorimetry and Oxygen Consumption

Energy expenditure (EE) was measured using an indirect calorimeter (Oxylet; Panlab, Cornella, Spain). The mice were placed into individual metabolic chambers at 25 °C, with free access to food and water. O_2_ and CO_2_ analyzers were calibrated with highly purified gas standards. Whole-body oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were recorded at 3-min intervals using a computer-assisted data acquisition program (Chart 5.2; ADInstruments, Sydney, Australia) over a 24-h period, and the data were averaged for each mouse. The respiratory quotient (RQ) is automatically calculated as the ratio VCO_2_ and VO_2_.The EE was calculated as follows:

EE (kcal/day/kg of body weight) = VO_2_ × 1.44 × [3.815 + (1.232 × VO_2_/VCO_2_)] (1)

### 2.4. Plasma, Hepatic, and WAT Lipid Contents

The plasma triglycerides (TGs), total cholesterol (total-C), and high-density lipoprotein cholesterol (HDL-C) were determined using commercial enzymatic kits (Asan Pharmaceutical Co., Seoul, Republic of Korea). Enzymatic kits used to analyze apolipoprotein AI (Apo AI) and Apo B levels were from Eiken Chemical (Tokyo, Japan) while those used to measure the plasma FFA and phospholipid (PL) levels were supplied by Wako Chemicals (Richmond, VA, USA). Non-HDL-cholesterol (non-HDL-C) and the HDL-C-to-total-C ratio (HTR) were calculated using Equations (2) and (3), respectively:

Non-HDL-C = [total-C (mmol/L) − HDL-C (mmol/L)](2)

HTR = [(HDL-C/total-C × 100)](3)

Hepatic and epididymal white adipose tissue (eWAT) lipids were extracted (Folch et al., 1957 [18]), and then the dried lipid residues were dissolved in 1 mL ethanol for TG and cholesterol assays. Triton X-100 and a sodium cholate solution in distilled water were added to 200 μL of the dissolved lipid solution for emulsification. The TG, total-C, and FFA concentrations were assayed using the same enzymatic kit used for the plasma analyses above.

### 2.5. Plasma Biochemical Profiles, Fasting Blood Glucose, Homeostatic Model Assessment of Insulin Resistance (HOMA-IR), and Hepatic Glycogen

The HOMA-IR index was calculated according to the homeostasis of the assessment as shown below:

HOMA-IR = [fasting glucose (mmol/L) × fasting insulin (μL U/mL)]/22.5(4)

Plasma hormones (insulin and C-peptide), adipokines (leptin, adiponectin, and resistin), and plasma cytokines (MCP-1 and MIP-1β) were evaluated using a multiplex detection kit (Bio-Rad, Hercules, CA, USA).

### 2.6. Plasma Glutamic Oxalacetic Transaminase (GOT) and Glutamic Pyruvic Transaminase (GPT) Activities Measurement

The GOT and GPT activities were measured using a commercially available kit (Asan Pharmaceutical Co.).

### 2.7. Histological and Immunohistochemistry Analyses

Liver and eWAT were removed from the mice and fixed in a buffer solution of 10% formalin. All fixed tissues were processed routinely for paraffin embedding, and 4-μm-thick sections were prepared and stained with hematoxylin and eosin (H&E) and Masson’s trichrome stain. For immunohistochemistry, a polyclonal anti-uncoupling protein-1 (UCP1) antibody (Abcam, UK) was diluted 1:50. The stained areas were viewed using an optical microscope (Nikon, Tokyo, Japan) with a magnifying power of ×200.

### 2.8. mRNA-Seq and Molecular Network Analysis

Total RNA in eWAT was extracted from three representative samples of each group using TRIzol reagent (Invitrogen Life Technologies, Grand Island, NY, USA), according to the manufacturer’s instructions. The libraries of mRNA-Seq were prepared as paired-end reads with a length of 100 bases, using a TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA). mRNA molecules were purified and fragmented from 2 μg total RNA, using oligo(dT) magnetic beads. The fragmented mRNAs were synthesized as single-stranded cDNA, using random hexamer priming. By applying this as a template for second strand synthesis, double-stranded cDNA was prepared. After the sequential processes of end-repair, A-tailing, and adapter ligation, cDNA libraries were amplified by PCR. The quality of these cDNA libraries was evaluated by the Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA, USA). cDNA libraries were quantified using the KAPA library quantification kit (Kapa Biosystems, Wilmington, MA, USA), according to the manufacturer’s library quantification protocol. After cluster amplification of denatured templates, flow cells were sequenced as paired-ends (2 × 100 bp) using an Illumina HiSeq2500 machine. For differential expression analysis, gene-level count data were generated using Cuffdiff software v2.2.1. Based on the calculated read count data, differentially expressed genes (DEG) were identified using the DEGseq R package. DEGseq supports users to export gene expression values in a table format that can be directly processed by edgeR [19]. DEGseq can also be applied to identify differential expression of exons or pieces of transcripts [20]. Normalization factors were calculated using the iterative DEGES/edgeR method. The *q*-value was calculated based on the *p*-value, using the p.adjust function of the R package, with default parameter settings. DEG were identified based on *q*<0.05. Functional annotation clustering of the gene ontology (GO) terms was analyzed by using Database for Annotation, Visualization and Integrated Discovery (DAVID), wherein a higher enrichment score signifies more cluster enrichment. The genes are listed in Table S3. Furthermore, the molecular network of DEG was analyzed using Ingenuity Pathway Analysis (IPA, Ingenuity^®^ Systems, Qiagen, Redwood City, CA, USA). The RNA-seq data has been submitted to the publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/): accession number GSE 130218.

### 2.9. Gene Expression Analysis

Total RNA (1 μg) was reverse-transcribed into cDNA using the QuantiTect^®^ reverse transcription kit (Qiagen, Hilden, Germany). mRNA expression was then quantified by real-time quantitative PCR (RT-qPCR) using the SYBR green PCR kit (Qiagen, Germany) and the CFX96TM real-time system (Bio-Rad). Gene-specific mouse primers were used, as indicated in Table S4. The amplification was performed as follows: 90 °C for 10 min, followed by 35 cycles of 95 °C for 15 s and 60 °C for 60 s. The cycle threshold (*Ct*) levels were normalized to 36B4, and the relative gene expression was calculated using the 2^−ΔΔ^*^Ct^* method [21].

### 2.10. Statistical Analysis

Data were expressed as the mean ± standard error of the mean. All statistical analyses were performed using the SPSS for Windows software v23.0 (SPSS, Inc., Chicago, IL, USA). Statistical significance between the ND and HFD groups were determined using the Student’s *t*-test. In addition, statistical significances among HFD feeding groups were determined using one-way analysis of variance (ANOVA), with post hoc analysis by Duncan’s multiple-range in the SPSS software. Differences were considered statistically significant at *p* < 0.05.

## 3. Results

### 3.1. CLE Supplement Suppresses Increase in Body Weight Gain and Fat Deposition

The body weight of ND mice was significantly reduced compared with mice fed the HFD. Both CLE and LU supplements significantly decreased the body weight from week one, relative to the HFD-fed mice (Figure 1A). Among the mice fed the experimental diets, the daily body weight gains over 16 weeks were significantly lower in the CLE and LU groups. The food efficiency ratio (FER) was significantly decreased in both the CLE and LU groups compared with the HFD group (Figure 1B).

In addition, the weights of organs (liver, kidney, and muscle) and adipose tissue were measured and expressed per 100 g body weight. Supplementation of CLE and LU significantly increased the liver weight, and the muscle weight also increased compared with the HFD group (Figure 1C). In comparison to mice fed the HFD, CLE supplementation significantly lowered the epididymal, perirenal, mesenteric, visceral, subcutaneous, and total WAT, as well as the interscapular brown adipose tissue (BAT) mass (Figure 1D).

### 3.2. CLE Supplement Regulates Lipid Metabolism and EE

Both the CLE and LU groups exhibited a smaller epididymal adipocyte size than the HFD group, consistent with the adipose tissue mass (Figure 2A). Supplementation of CLE and LU significantly increased EE and VO_2_ during a 12-h light/dark cycle when compared with the HFD group (Figure 2B). The ND group exhibited a high RQ compared to the HFD-fed groups. RQ was lower during the dark cycle in CLE and LU groups than in the HFD group, suggesting that CLE might utilize carbohydrate in HFD-fed mice. Notably, the TG concentration per gram of eWAT was significantly lowered in the HFD group than in the ND group, the CLE and LU supplement did not affect it. However, when the TG concentration converted in total eWAT, the result is reversed by showing markedly elevated compared to the ND group due to increased weight of eWAT in HFD group. In addition, fatty acid (FA) concentration was significantly higher in the HFD group than in the ND group. However, CLE and LU supplements significantly reduced both the concentrations of FA/g and FA in total eWAT than HFD-fed mice (Figure 2C), consistent with reduced plasma FFA level. Therefore, we evaluated the expression of the thermogenic and fatty acid oxidation (FAO) genes by qPCR analysis in eWAT. As a result, the CLE supplement significantly upregulated the *Ucp1*, *Cox8b*, *Cidea*, *fgf21*, and *Adrb3* genes (Figure 2D). Along with thermogenic genes, the FAO genes (*Cpt2*, *Acox1*, *and Acadl*) were increased by CLE, together with increased expression of their transcription regulators (*Ppara*, *Ppargc1a* (PGC1α), and *Ppargc1b* (PGC1β)). In BAT, immunohistochemistry analysis showed a significant increase in UCP1 protein expression, as well as smaller BAT adipocyte size in mice supplemented with CLE compared with the HFD group.

### 3.3. CLE Supplement Prevents Dyslipidemia

Mice fed the HFD exhibited a significant increase in plasma lipid levels, except plasma HDL-C and Apo A1 levels. However, supplementation of CLE and LU significantly lowered the plasma PL, total-C, non-HDL-C, and Apo B levels compared with the HFD group, whereas plasma HDL-C and Apo A1 levels were significantly higher in the CLE group (Table 1). Plasma FFA level was significantly decreased in the CLE group by the Student’s *t*-test. Furthermore, the CLE group had a significantly lower HTR than the HFD group.

### 3.4. CLE Supplement Suppresses Hepatic Steatosis and Hepatic Toxicity

Since the CLE and LU groups exhibited an improvement in plasma lipid levels, hepatic steatosis was observed by H&E staining, and hepatic lipid concentrations, such as TGs, FAs, and cholesterol, were measured and expressed per gram of liver. Both groups revealed visible morphological evidence of a reduction in the number and size of the lipid droplets (LDs), which is indicative of increased hepatic fat accumulation and LDs in HFD-fed mice (Figure 3A). The concentrations of TGs, FAs, and cholesterol were significantly lowered in the CLE group. In addition, the hepatic TG and cholesterol levels were significantly lower in the LU group compared with the HFD group (Figure 3B). Consistent with the hepatic lipid levels, the mRNA expression of lipid metabolism-related genes was evaluated in the liver (Figure 3C). CLE significantly downregulated the expression of the lipogenic genes, such as *Pparg*, *Srebf1a*, *Srebf1c*, *Srebf2*, *Fasn*, *scd1*, and *Acaca* (ACC1) in comparison to the HFD group. The expression of the FAO gene *Cpt1a* was increased in both the CLE and LU groups relative to the HFD group. Moreover, supplementation of CLE and LU significantly decreased the hepatotoxicity markers, namely the GOT and GPT levels, relative to the levels in the HFD group (Figure 3D).

### 3.5. CLE Supplement Improves Insulin Resistance

The plasma glucose and insulin levels were significantly reduced by CLE and LU supplements compared with the HFD group. CLE also decreased plasma C-peptide, a marker of insulin secretion, and both CLE and LU supplements significantly lowered the HOMA-IR index, indicating an improvement of insulin resistance (Figure 4).

### 3.6. CLE Supplement Reduces Inflammatory Markers

Supplementation of CLE led to significant reductions in plasma leptin, resistin, MIP-1β, and MCP-1 (also known as CLL2) levels. The plasma adiponectin level was similar between the CLE group and HFD group, but significantly higher in the LU group than the HFD group (Figure 5A). However, the leptin/adiponectin ratio, which is a marker of metabolic disease and obesity, was decreased in both the CLE and LU groups. In addition, the gene expression of *Adipoq* (adiponectin), an anti-inflammatory gene, was upregulated, whereas *Tnfa*, *Tlr2*, and *Tlr4* were downregulated in both the CLE-and LU-supplemented groups compared to the HFD control group (Figure 5B).

### 3.7. CLE Supplement Alters the Transcriptional Response in eWAT

To determine the molecular basis of the phenotype of CLE and LU supplementation, the transcriptomic profile of the adipocytes derived from eWAT were investigated by the mRNA-Seq analysis. 

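Epididymal white adipose tissue (eWAT) from 3 mice of each of the 4 groups was analysed, giving 12 libraries. The mice had been fed for 16 weeks with the ND (12% of kcal from fat), the HFD (45% of kcal from fat), the HFD with 1.5% CLE or the HFD with 0.003% LU. The whole tissue was extracted, so the values cover every cell type in it. The authors deposited FPKM values for 152210 transcripts, with each library in its own column. The transcripts of each gene were summed, which gave 22947 genes. The 12775 genes with FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), with all 12 libraries in 1 fit. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Fold changes are given on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The deposited values give no read counts, so the depth behind each value is unknown. The ratio of each library to the geometric mean of all libraries had a median between 0.968 and 1.03. Pearson's r across genes between mice of the same group lay between 0.978 and 0.991. In a principal component analysis of the 12 libraries, the first component held 64.5% of the variance. The labels of 4 libraries carry the letter R, namely ND mice 3 and 4, CLE mouse 4 and LU mouse 2, and no HFD library carries it. The column headers of the same 4 libraries also carry a number that reads as a date, so the letter possibly marks a batch, which the paper does not describe. The HFD could therefore not be compared with the other groups among libraries with the letter. With the letter as a covariate in limma, 0 genes had an adjusted p under 0.05 for it after Benjamini-Hochberg adjustment, and 525 had an unadjusted p under 0.05.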

The DEG were identified by the following cut-off values: Fold change > 1.5; *q* < 0.05 (Figure 6A). 

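Of the 12775 genes tested, 25.6% were called between HFD and ND, of which 1899 were higher and 1374 lower in the HFD group. Of all genes tested, the 3 HFD mice and the 3 ND mice did not overlap in 59.5%, against 10% by chance. The median standard error of the log2 fold change was 0.119. Of the called genes, 78.6% were called in all 12 fits that each left out one library. The alternative that moved the counts most was the adjusted p alone, without the fold change, with 3278 genes higher and 3167 lower. With quantile normalization of the libraries, 1667 were higher and 1708 lower, so the more frequent direction changed. It did not change with scaling to equal totals (1914 and 1340) or by median ratios (1909 and 1367). Among the largest rises was *Gpnmb* (chromosome 6, 49036546 to 49070929 in GRCm38), from 4.115 ± 1.24 FPKM (SD, n = 3 mice) in the ND group to 471 ± 65.4 FPKM (SD, n = 3) in the HFD group, a log2 fold change of 6.54 (standard error 0.60, adjusted p = 6.6e-06 from limma with Benjamini-Hochberg adjustment). *Trem2* had a log2 fold change of 6.16 (standard error 0.54, adjusted p = 4.7e-06 from the same limma test). *Acsm3* had the largest fall, from 41.2 ± 20.8 FPKM (SD, n = 3) to 1.08 ± 0.183 FPKM (SD, n = 3), with a log2 fold change of -4.24 (standard error 0.46, adjusted p = 2.3e-05). *Scd1* is listed at 9764, 10168 and 8592 FPKM in the 3 HFD mice and at 0 in the other 9 libraries. The cause of these zeros is open, so the direction of *Scd1* cannot be read from these values. *Gm49369*, which was called higher, overlaps other genes, which may make its value uncertain, although this was not tested.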

In the HFD group, 2501 DEG were upregulated, and 1717 DEG were downregulated compared with the ND group, in the eWAT. 

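Between CLE and HFD, 809 genes were called higher and 1296 lower in the CLE group, 16.5% of the genes tested. Of these, 71.9% were called in each of the 12 leave-one-out fits. Among the 8 libraries without the letter R, chosen after seeing the data, 84.3% were called in the same direction. Of the genes called for CLE, 1865 were also called between HFD and ND, and each of them in the opposite direction. The same HFD mice enter both contrasts with opposite sign, which alone favours opposite directions. *Fam13a* had the largest rise, from 7.86 ± 0.60 FPKM (SD, n = 3 mice) in the HFD group to 72.9 ± 35.3 FPKM (SD, n = 3) in the CLE group, with a log2 fold change of 2.91 (standard error 0.46, adjusted p = 0.00064 from limma with Benjamini-Hochberg adjustment). In the same test, *Cyp2e1* had a log2 fold change of 2.51 (standard error 0.42, adjusted p = 0.00088). *Scd1* and *Gm49369* had the largest listed falls, but both need the caution given for the HFD. The direction of *Scd1* cannot be read from its zeros, and the value of *Gm49369* may be uncertain.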

Meanwhile, the CLE supplement upregulated 1076 genes and downregulated 1578 genes compared with the HFD group. 

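Between LU and HFD, 614 genes were called higher and 976 lower in the LU group, 12.4% of the genes tested. In the 12 leave-one-out fits, the calls higher ranged from 464 to 635 and the calls lower from 829 to 1064, and 64.5% of the genes were called in each fit. Without the libraries with the letter R, 81.4% were called in the same direction. *Cyp2e1* had the largest rise, with 152 ± 59.7 FPKM (SD, n = 3 mice) in the HFD group and 634 ± 310 FPKM (SD, n = 3) in the LU group, a log2 fold change of 2.01 (standard error 0.42, adjusted p = 0.0049 from limma with Benjamini-Hochberg adjustment). Of the genes called for LU, 1445 were also called between HFD and ND, each in the opposite direction, which the shared HFD mice again favour.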

A total of 759 DEGs were upregulated, and 1304 DEGs were downregulated in the LU group relative to the HFD group. In addition, a total of 1823 common genes were identified among the CLE and LU groups (Figure 6B). However, the CLE supplement only 831 DEGs were regulated, and the LU supplement only 240 DEGs were upregulated in among the high-fat diet-responsive genes (Figure 6B). 

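In the present fit, 1444 genes were called for both CLE and LU in the same direction, of which 507 were higher and 937 lower than in the HFD group. No gene was called in opposite directions by the supplements (0 genes). Of the shared genes, 1353 were called in the opposite direction between HFD and ND, a count that the HFD mice common to these contrasts also favour. Across the 12775 genes, the log2 fold changes of CLE and of LU against HFD had a Pearson's r of 0.94 and a Spearman's rho of 0.91. Genes are not independent replicates, and the same HFD mice enter both fold changes, which alone gives a positive r. With separate HFD mice for the 2 contrasts, in 6 ways, r was between 0.82 and 0.89 with a median of 0.86. Among the 8 libraries without the letter R, it was 0.90.

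**Figure D1:**
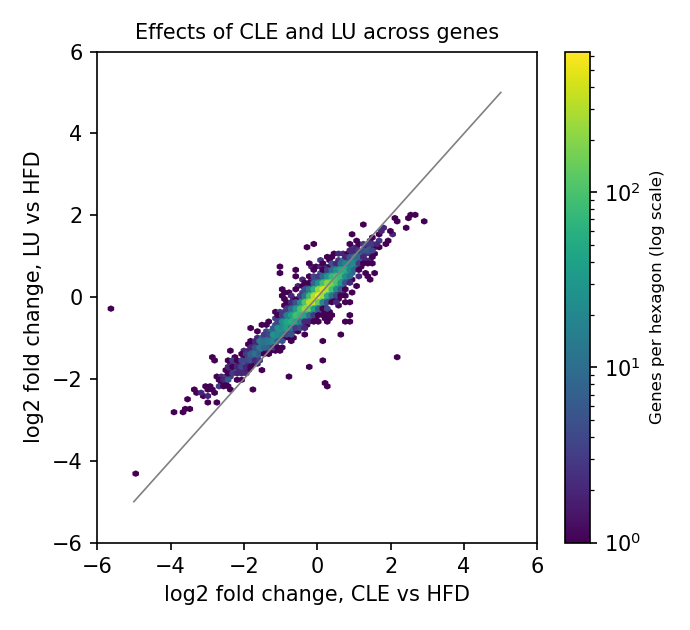
Log2 fold change against HFD on the log2(FPKM + 1) scale for CLE (x axis) and LU (y axis), with the colour giving the number of genes per hexagon and *Scd1* left out. Most genes lie close to the diagonal line of equal effects, with a Pearson's r of 0.94 across all 12775 genes tested.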

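For CLE alone, 661 genes were called, of which 302 were higher and 359 lower, and for LU alone 146 genes, of which 107 were higher and 39 lower. Which direction was the more frequent for CLE alone depended on scaling, with 342 higher and 327 lower at equal totals, 344 and 314 with median ratios and 399 and 262 with quantiles. Of the genes in the main setting, 512 for CLE and 92 for LU were also called between HFD and ND. The fold changes of CLE and LU were then compared directly. Of the 661 genes called for CLE alone, 658 had the same sign with LU, and 361 had an adjusted p under 0.05 with LU in limma with Benjamini-Hochberg adjustment. Their median change was 0.68 (log2) with CLE and 0.49 with LU in the direction of CLE. In the test of CLE against LU, 1 of the 661 had an adjusted p under 0.05. Of the 146 genes called for LU alone, 145 had the same sign with CLE, and 0 had an adjusted p under 0.05 between CLE and LU. Over all genes, 672 had an unadjusted p under 0.05 between CLE and LU, which is 5.26% of the genes tested. The gene called was *Xcl1*, listed at 0.162, 0 and 0 FPKM in the CLE mice and at 1.06, 0.92 and 1.22 FPKM in the LU mice. Its adjusted p was 0.039 in limma with Benjamini-Hochberg adjustment and 0.0508 with median ratio scaling of the libraries.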

Functional annotation clustering of the GO terms in response to CLE and LU was performed using the DAVID program (Figure 6C,D). The 1076 genes upregulated by CLE supplementation were enriched in biological processes related to the insulin signaling pathway, diet-induced thermogenesis, positive regulation of glucose import, and positive regulation of FA β-oxidation, and stimulation of glycoprotein (Figure 6C). Conversely, the 1578 genes downregulated by CLE supplementation, the enriched GO terms were involved in the immune system process, lysosome, collagen, proteolysis, and the toll-like receptor signaling pathway. Similarly, the GO analysis of the 759 genes upregulated by LU supplementation revealed enrichment of glycoprotein, the glutathione metabolic process, diet-induced thermogenesis, and the cellular response to bone morphogenetic protein (Figure 6D). 

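Gene families were written down by symbol before the values were read and were compared with all other genes by limma's camera test, with Benjamini-Hochberg adjustment over 33 tests of 11 families. Of the 34 genes of insulin signaling, 11 were called higher and 1 lower with CLE, with a median log2 fold change of 0.24 (camera adjusted p = 0.00053). Of the 17 genes of thermogenesis, 4 were called higher and 1 lower, with a median of 0.16 (camera adjusted p = 0.216). The 23 genes of fatty acid oxidation had 1 call higher and 2 lower and a median of 0.07 (camera adjusted p = 0.123). A comparison family of 78 mitochondrial ribosomal proteins had a median of 0.14 (camera adjusted p = 0.0017). The camera test used an inter-gene correlation of 0.01, and with the correlation estimated for each family the adjusted p of insulin signaling was 0.236.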

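Of the 42 tested genes of the immune cell family, 38 were called lower with CLE and 0 higher, with a median log2 fold change of -1.66 (adjusted p = 6.3e-25 from limma's camera test with Benjamini-Hochberg adjustment). Lysosome genes were called lower in 30 of 54 cases, with a median of -0.68 (camera adjusted p = 2.5e-12). For collagens, 12 of 25 genes were called lower, with a median of -0.66 (camera adjusted p = 3.3e-05). Toll-like receptor signaling had 16 of 34 genes called lower and 1 higher, with a median of -0.66 (camera adjusted p = 8.9e-07). None of the 4 families passed with the inter-gene correlation estimated for each, where the adjusted p lay between 0.0767 and 0.106. The signs of the medians were the same under total, median ratio and quantile scaling.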

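With LU, the 34 tested genes of glutathione metabolism had a median log2 fold change of 0.38, with 9 called higher and 1 lower (adjusted p = 0.00013 from limma's camera test with Benjamini-Hochberg adjustment). The 28 genes of the response to bone morphogenetic protein had a median of 0.26, with 7 called higher and 1 lower (camera adjusted p = 0.0067). The comparison family of 78 mitochondrial ribosomal proteins also passed with LU, with a median of 0.22 (camera adjusted p = 2.1e-05). With CLE, the median was 0.26 for glutathione metabolism (camera adjusted p = 0.0009) and 0.31 for the response to bone morphogenetic protein (camera adjusted p = 0.0012). For thermogenesis with LU, 2 genes were called higher and 1 lower, and the median was 0.19 (camera adjusted p = 0.514). With the inter-gene correlation estimated for each family, the adjusted p with LU was 0.102 for glutathione metabolism and 0.236 for the response to bone morphogenetic protein. Of the thermogenesis genes measured in Figure 2, *Adrb3* rose by 1.67 on the log2 scale with LU (standard error 0.29, limma adjusted p = 0.0019) and *Fgf21* by 0.65 (standard error 0.17, limma adjusted p = 0.0175). *Cox8b* had a log2 fold change of 0.36 (limma adjusted p = 0.19) and *Cidea* of 0.11 (limma adjusted p = 0.73).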

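Immune cell genes were called lower with LU in 33 of 42 cases, with a median log2 fold change of -1.29 (adjusted p = 1.4e-23 from limma's camera test with Benjamini-Hochberg adjustment). Of the lysosome genes, 27 of 54 were called lower, with a median of -0.57 (camera adjusted p = 2.5e-12). Of the collagens, 7 of 25 were called lower, with a median of -0.33 (camera adjusted p = 0.00084). With the correlation between genes estimated for each family, these values were 0.102, 0.102 and 0.165. The 23 genes of lipogenesis and fatty acid uptake had 2 called higher and 1 lower, with a median of 0.04 (camera adjusted p = 0.831).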

Among the 1304 genes downregulated by LU supplementation, the immune system process, lysosome, collagen, the lipid metabolic process, and proteolysis were enriched GO terms. Moreover, the CLE and LU groups have common GO terms, which is thermogenesis, lipid metabolism and immune system process, while insulin signaling GO term is enriched by CLE supplement.

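The 34 genes of insulin signaling had a median log2 fold change of 0.23 with LU, with 5 called higher and 1 lower (adjusted p = 0.018 from limma's camera test with Benjamini-Hochberg adjustment). This adjusted p rose to 0.0557 in one of the leave-one-out fits and to 0.397 with the inter-gene correlation estimated. Lipogenesis and fatty acid uptake had a median of 0.12 with CLE (camera adjusted p = 0.289). Between HFD and ND, the immune cell family was higher in the HFD group, with 41 of 42 genes called and a median of 2.35 (camera adjusted p = 2.0e-24). Fatty acid oxidation had a median of -0.23 (camera adjusted p = 0.0522), insulin signaling of -0.51 (camera adjusted p = 0.00088) and thermogenesis of -0.42 (camera adjusted p = 0.172).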

Genes that were differentially expressed were analyzed using the IPA software. When overlay analysis was performed, lipolysis was activated in the HFD group when compared with the ND group; however, CLE inhibited excess lipolysis compared with the HFD group (Figure 7A). Moreover, of the biofunctions related to obesity, both inflammation and abnormality of adipose tissue were inhibited by CLE supplementation (Figure 7B).

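Of the 16 genes drawn for HFD against ND in Figure 7A, 15 passed the filter on low FPKM and *Vdr* did not. All 15 changed in the direction drawn, and 12 were called DEGs. The adjusted p was under 0.05 for 15 genes, both over the list alone and over all genes tested with limma and Benjamini-Hochberg adjustment. *Plcl2*, *Egf* and *Prkaa2* did not pass the fold change of 1.5 on the log2(FPKM + 1) scale. That scale understates changes at low FPKM, such as *Egf* at 1.28 FPKM with ND and 0.597 FPKM with HFD. For CLE against HFD, the 15 genes drawn all had the direction drawn, and 11 were called. *Egf*, *Hcar2*, *Plcl2* and *Tnf* were not called, with log2 fold changes of 0.46, 0.53, -0.55 and -0.49 on the same scale. For *Hcar2* the adjusted p was 0.183 in the limma test, and the other 14 genes had values under 0.05. The genes in this panel are the paper's own selection from these libraries, so their directions are no separate test.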

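In Figure 7B, 24 of the 25 genes drawn could be tested, and *Osm* could not. All 24 had the direction drawn with CLE, and 19 were called. This panel is also the paper's own selection from these libraries, so the directions are no separate test. The largest falls were those of *Atf3*, with a log2 fold change of -3.01 (standard error 0.44, adjusted p = 0.0004 from limma with Benjamini-Hochberg adjustment), and *Cd44*, with -2.39 (standard error 0.30, adjusted p = 0.00015). *Vegfa* rose by 0.81 on the log2 scale (standard error 0.15, adjusted p = 0.0015). *Steap2*, *Adrb1*, *Ppargc1b*, *Ccl5* and *Lpin2* were not called. Over the list alone, 22 genes had an adjusted p under 0.05, against 20 over all genes tested.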

## 4. Discussion

In the present study, HFD-fed mice reduced the TG/g content in eWAT and increased the FA concentration in both plasma and eWAT compared with ND-fed mice, indicating HFD induced and regulated adipose lipolysis. HFD downregulated *Pparg* (PPARγ), a master regulator of the lipogenesis-related gene, in eWAT compared with the ND group. Whereas, the HFD group showed a decreased expression of FAO-related genes in eWAT. We also discovered that HFD feeding leads to dysfunctional lipid metabolism by downregulation of lipogenesis and FAO, along with upregulation of lipolysis. In contrast, CLE supplementation decreased the FA level in eWAT, but the TG level was not altered. FAO-related genes (*Pparα*, *Ppargc1a*, *Ppargc1b*, *Cpt2*, *Acox1*, and *Acadl*) were downregulated, whereas the expression of *Pck1* and *Pparg* genes were upregulated by CLE supplementation, in eWAT. In line with these data, IPA analysis from mRNA-Seq data of eWAT revealed that CLE inhibited obesity-related biofunction and abnormality of adipose tissue. Moreover, CLE supplementation inhibited excess lipolysis of adipose tissue activated by HFD feeding. Activated PPARγ stimulates the expression of genes involved in FA uptake in WAT [22]. In CLE-supplemented mice, adipocyte FA uptake gene (*Ffar4* and *Fabp1*) expressions were increased in eWAT, whereas HFD feeding decreased their expression. 

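*Ffar4* lies on chromosome 19 of GRCm38 from 38097071 to 38114263 and encodes the fatty acid receptor GPR120. It had 21.2 ± 3.66 FPKM (SD, n = 3 mice) in the ND group, 5.13 ± 0.883 FPKM (SD, n = 3) in the HFD group and 15.1 ± 1.74 FPKM (SD, n = 3) in the CLE group. The log2 fold change was -1.85 for HFD against ND (standard error 0.16, adjusted p = 5.0e-06) and 1.40 for CLE against HFD (standard error 0.16, adjusted p = 9.4e-05), both from limma with Benjamini-Hochberg adjustment. The mice of the compared groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). With LU, *Ffar4* rose by 1.12 on the log2 scale (standard error 0.16, adjusted p = 0.00071 from limma). *Fabp1* lies on chromosome 6 from 71199827 to 71205023. It is listed at 2.64, 0 and 0 FPKM in ND mice 2, 3 and 4, at 1.89, 0.25 and 0.214 in HFD mice 12, 15 and 18, at 3.62, 0.377 and 3.53 in CLE mice 2, 4 and 11, and at 0.261, 0.265 and 0.131 in LU mice 2, 3 and 8. The 4 libraries above 1 FPKM are also those with the highest *Apoa2*, a gene of liver. The log2 fold change of *Fabp1* was 0.91 for CLE against HFD (standard error 0.56, adjusted p = 0.24 from limma with Benjamini-Hochberg adjustment) and 0.09 for HFD against ND (adjusted p = 0.91). With the letter R as a covariate, these were 1.297 (adjusted p = 0.0425) and -0.69 (adjusted p = 0.264).

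**Figure D2:**
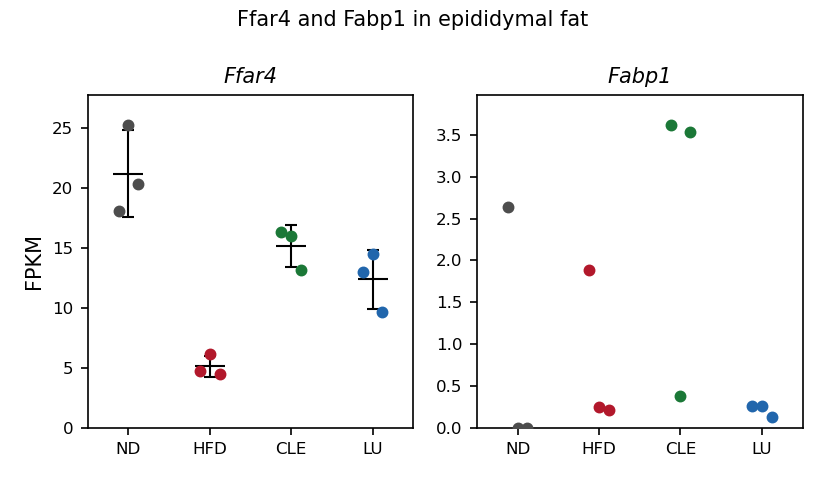
FPKM of *Ffar4* and *Fabp1* (y axes) in each mouse of the ND, HFD, CLE and LU groups; points are mice, and for *Ffar4* the bars are means ± SD (n = 3). The 3 HFD mice lie below all other mice for *Ffar4*, while *Fabp1* is over 1 FPKM in 4 mice of 3 groups.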

Ffar4, known as GPR120, promotes adipogenesis via PPARγ but also attenuates low-grade inflammation and insulin resistance accompanying obesity [23,24]. 

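*Plin1* (chromosome 7, 79720218 to 79732903 in GRCm38), which encodes the lipid droplet protein perilipin, had 459 ± 43.6 FPKM (SD, n = 3 mice) in the HFD group and 715 ± 127 FPKM (SD, n = 3) in the CLE group. The log2 fold change was 0.63 (standard error 0.13, adjusted p = 0.003 from limma with Benjamini-Hochberg adjustment), and it stayed between 0.50 and 0.76 when each library was left out. *Pnpla2* (chromosome 7, 141455198 to 141460743), which encodes adipose triglyceride lipase, had 761 ± 53.4 FPKM (SD, n = 3) in the HFD group and 1412 ± 192 FPKM (SD, n = 3) in the CLE group. The rise on the log2 scale was 0.88 (standard error 0.14, adjusted p = 0.00077 from the same limma test). For both genes, every CLE mouse was above every HFD mouse. The tissue was measured whole, so a change in the share of adipocyte RNA was not separated from a change within adipocytes. With LU, the log2 fold changes were 0.49 for *Plin1* (limma adjusted p = 0.015) and 0.50 for *Pnpla2* (limma adjusted p = 0.024), under the fold change of 1.5. Neither gene was called between CLE and LU, where the log2 fold change was 0.13 for *Plin1* (standard error 0.13, limma adjusted p = 0.92) and 0.38 for *Pnpla2* (standard error 0.14, limma adjusted p = 0.89).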

In the transcriptomic analysis, even if CLE relatively attenuated lipolysis of adipose tissue compared with the HFD group, major regulators, namely *Plin1* and *Pnpla2* transcripts, were upregulated in eWAT. Moreover, mRNA expression of *Plin2* (Adrp), which is associated with the formation of LDs, was downregulated in response to CLE. These transcriptional regulations might contribute to reducing the size and number of adipocytes in eWAT, as seen in the morphological observation. Thus, these results indicate that increased *Pparg* promotes FA uptake, and those FAs are oxidized via FAO-related genes, resulting in a significant decrease in plasma FFA level by CLE supplementation. Conversely, HFD failed to activate FA oxidation, causing an increase in the FA level in both plasma and WAT, which, in turn, protects against lipotoxicity, as demonstrated by lowered levels of hepatotoxicity markers, such as plasma GOT and GPT levels. 

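*Plin2* lies on chromosome 4 of GRCm38 from 86648386 to 86670060. It had 265 ± 57.3 FPKM (SD, n = 3 mice) in the ND group, 849.6 ± 39.1 FPKM (SD, n = 3) in the HFD group and 375 ± 84.8 FPKM (SD, n = 3) in the CLE group. The log2 fold change for CLE against HFD was -1.20 (standard error 0.17, adjusted p = 0.00037 from limma with Benjamini-Hochberg adjustment), and leaving out each library gave -1.38 to -1.08. For HFD against ND it was 1.70 (standard error 0.17, adjusted p = 1.4e-05). With LU, *Plin2* was at 438 ± 49 FPKM (SD, n = 3), a log2 fold change of -0.96 against HFD (standard error 0.17, adjusted p = 0.0024).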

In agreement with a previous study by our group, LU could prevent hepatic lipotoxicity through the decrease in FA flux to the liver by increasing the expression of FA uptake and adipogenic genes, leading to FA re-esterification [17], and suggesting a lipid-lowering action by CLE and LU.

In this study, we discovered that CLE and LU supplements could improve insulin resistance. Increased flux of FFA level by enhancement of adipose lipolysis mainly leads to TG accumulation via FA esterification in the liver, and then newly synthesized TGs are restored as LDs and secreted as VLDL during obesity and insulin resistance because FFAs also stimulate insulin secretion [25,26]. Therefore, both hyperglycemia and hyperinsulinemia promote hepatic *de novo* lipogenesis and reduce β-oxidation, thereby leading to hepatic steatosis and glucose output [26]. In this study, HFD elevated hepatic lipid profiles; however, CLE significantly decreased hepatic TGs, FAs, and cholesterol with a reduction of lipid accumulation in the liver. In the liver, CLE supplementation decreased the expression of lipogenic genes, such as *Acaca* (*ACC1*), *Fasn*, *Scd1*, *Srebf1a*, *Srebf1c*, *Srebf2*, and *Pparg* while it increased the FAO-related gene, *Cpt1a*. Of note, PPARγ promotes hepatic steatosis while decreased PPARγ function protects against hepatic steatosis in diet-induced obesity and insulin resistance mice [27,28]. In contrast, mice without PPARγ in the adipose tissue develop TG accumulation and insulin resistance [29]. Thus, CLE improves hepatic steatosis by reducing *Pparg* gene expression while simultaneously enhancing *Pparg* gene expression in adipose tissue, which leads to preventing insulin resistance. Recent studies suggested that LU enhanced insulin sensitivity in diet-induced obese mice [17,30] and 3T3L-1 adipocytes by activating the PPARγ pathway [31]. In addition, Yamamoto et al. (2015) reported that supplementation of the hot water extract of chrysanthemum flower (5%, w/w), which also contains LU, increased gene and protein expressions of glucose transporter type 4 and PPARγ in eWAT of diabetic KK-A^y^ mice. Consistent with mRNA expressions related to hepatic lipogenesis, morphological characterization evidenced a reduction in hepatic LDs, suggesting dietary CLE attenuated hepatic steatosis through limiting lipogenesis in the liver. Since hepatic steatosis is recognized as a primary contributor to systemic insulin resistance, CLE may improve insulin sensitivity by suppressing the development of hepatic steatosis. Indeed, plasma glucose concentration and HOMA-IR, a marker of insulin resistance, were also improved in both the CLE and LU groups. Likewise, plasma C-peptide, which reflects insulin secretion, was decreased in CLE- and LU-supplemented mice, accompanied by a significant decrease in plasma insulin level. In line with these results, the transcriptional pattern revealed that CLE supplementation upregulated glucose metabolism-related genes.

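The paper does not say which genes of glucose metabolism it means. *Pck1* (chromosome 2, 173153048 to 173159273 in GRCm38) encodes phosphoenolpyruvate carboxykinase. The paper names it elsewhere, beside *Pparg*, as raised by CLE, so its role here is left open. *Pck1* had 2328 ± 213 FPKM (SD, n = 3 mice) in the ND group, 451 ± 27.8 FPKM (SD, n = 3) in the HFD group and 1783 ± 494 FPKM (SD, n = 3) in the CLE group. The log2 fold change for CLE against HFD was 1.94 (standard error 0.18, adjusted p = 3.2e-05 from limma with Benjamini-Hochberg adjustment), and in the leave-one-out fits it was between 1.79 and 2.19. *Akt2*, drawn in Figure 7B, rose by 0.61 on the log2 scale with CLE (standard error 0.13, adjusted p = 0.0039 from the same test).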

As adiposity increases, secretion of inflammatory cytokines from WAT is promoted, whereas, the secretion of anti-inflammatory adipokines is decreased. Importantly, chronic inflammation of adipose tissues could also induce inflammation in metabolic organs, including liver and muscle [32]. Thus, obesity is associated with chronic low-grade inflammation, which can cause the development of type 2 diabetes and obesity-related comorbidities [3,4,5]. With HFD feeding in mice, plasma MCP-1 and MIP-1β levels were elevated, but CLE and LU supplements lowered these plasma levels and reduced body weight. Plasma leptin and resistin levels were elevated, and adiponectin level was decreased in mice fed the HFD, whereas CLE supplementation decreased plasma leptin and resistin levels. Additionally, the leptin:adiponectin ratio, which is used as an index of insulin resistance along with HOMA-IR, was reduced in the CLE group. This trend accounts for the decreased plasma leptin concentration, despite no difference in plasma adiponectin level. In addition, transcriptomic analysis of the eWAT revealed that CLE downregulated *lep* and *Tnf* mRNA expression, and upregulated adiponectin and genes encoding adiponectin receptors, such as *Adipoq* (adiponectin), *Adipor* (adiponectin receptor) *1* and *Adipor2*. 

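*Lep* (chromosome 6, 29060220 to 29073877 in GRCm38) had 248 ± 53.7 FPKM (SD, n = 3 mice) in the ND group, 1245 ± 63.4 FPKM (SD, n = 3) in the HFD group and 593 ± 101 FPKM (SD, n = 3) in the CLE group. Its log2 fold change for CLE against HFD was -1.08 (standard error 0.23, adjusted p = 0.0039 from limma with Benjamini-Hochberg adjustment). *Tnf* (chromosome 17, 35199381 to 35202007) was near the filter on low FPKM, with 1.33 ± 0.224 FPKM (SD, n = 3) in the HFD group and 0.681 ± 0.38 FPKM (SD, n = 3) in the CLE group. Its log2 fold change was -0.49 (standard error 0.16, adjusted p = 0.0315), under the fold change of 1.5, and in the leave-one-out fits it ranged from -0.67 to -0.36. The log2(FPKM + 1) scale understates the change of *Tnf* at such low FPKM. *Adipoq* (chromosome 16, 23146536 to 23158028) had 1186 ± 68.4 FPKM (SD, n = 3) with HFD and 1933 ± 270 FPKM (SD, n = 3) with CLE, a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.0014). A change in the share of adipocyte RNA in the whole tissue was not separated from this rise. *Adipor1* (chromosome 1, 134415378 to 134433351) had 68.6 ± 2.23 FPKM (SD, n = 3) with HFD and 75.7 ± 1.21 FPKM (SD, n = 3) with CLE. The log2 fold change of 0.14 (standard error 0.07, adjusted p = 0.152) did not pass the limma test. *Adipor2* (chromosome 6, 119353150 to 119417704) had 197 ± 4.49 FPKM (SD, n = 3) with HFD and 359 ± 58.2 FPKM (SD, n = 3) with CLE, a log2 fold change of 0.85 (standard error 0.13, adjusted p = 0.00063). For each of the 5 genes the CLE and HFD mice did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow).

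**Figure D3:**
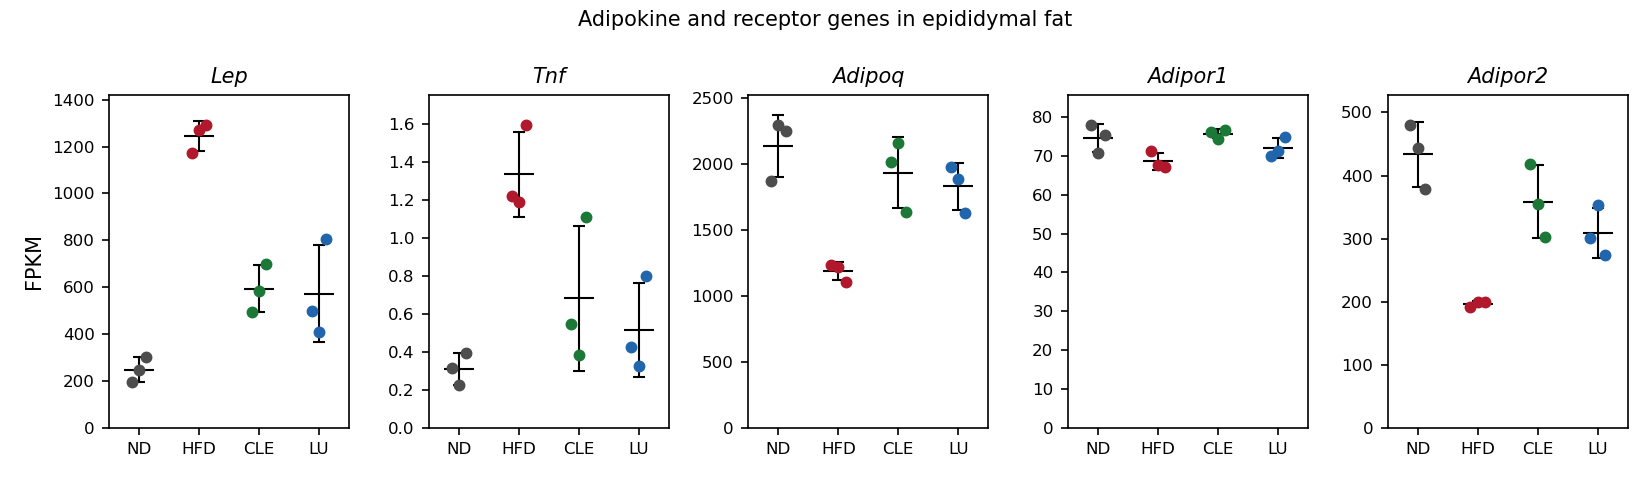
FPKM of *Lep*, *Tnf*, *Adipoq*, *Adipor1* and *Adipor2* (y axes, each from 0) in each mouse of the ND, HFD, CLE and LU groups; points are mice and bars are means ± SD (n = 3). CLE mice lie below HFD mice for *Lep* and *Tnf* and above them for the other 3 genes, by a log2 fold change of only 0.14 for *Adipor1*.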

Adiponectin receptors are thought to play key roles in metabolic syndrome and life span [33]. 

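In the LU group, *Adipor2* had 309.5 ± 39.8 FPKM (SD, n = 3 mice). Against HFD its log2 fold change was 0.64 (standard error 0.13, adjusted p = 0.005 from limma with Benjamini-Hochberg adjustment), and between CLE and LU it was 0.21 (adjusted p = 0.89). *Tnf* had 0.515 ± 0.249 FPKM (SD, n = 3) in the LU group, a log2 fold change of -0.63 against HFD (standard error 0.16, adjusted p = 0.013). When each library was left out in turn, the adjusted p of *Tnf* reached 0.0545 in the fit with the smallest fall.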

LU supplementation not only increased *Adipor2* gene expression and plasma adiponectin level but also decreased plasma leptin, resistin, the leptin:adiponectin ratio, and the *Tnf* mRNA level. Together, it is plausible that the beneficial effect on the improved inflammatory markers and metabolic regulation by the CLE supplement is due to the enhanced expression of *Adipoq* and *Adipors* genes. Moreover, pro-inflammatory cytokines stimulate lipolysis in adipocytes, which, in turn, causes lipotoxicity of peripheral tissues [32]. In enlarged adipocytes from chronically inflamed adipose tissue, TNF-α and its receptors can promote lipolysis and secretion of FFAs in adipose tissue via inhibiting esterification of FAs to TGs [7,34]. Notably, elevated TNF-α diminished the function of the adipogenic regulator, PPARγ. Since PPARγ has not only a modulatory role in adipogenesis or metabolism but also inhibitory effects on inflammation by reducing inflammatory molecules or genes in macrophages because it negatively interferes with the signaling pathways of nuclear factor κB, signal transducer and activator of transcription, and activating protein-1 [35,36]. PPARγ down-regulation could induce aggravation of adipocyte inflammation, in turn resulting in obesity-regulated disease. Consistent with this notion, HFD enhanced lipolysis in adipose tissue accompanied by upregulation of the *Tnf* gene and downregulation of the *Pparg* gene in eWAT. However, supplementation of CLE and LU reversed these markers in eWAT. These results suggest that the CLE supplement has an improvement effect on inflammation of adipose tissue.

In the present study, the CLE supplement changed biochemical profiles and gene expression pattern in similar with the LU group. However, CLE/HFD regulated a various gene expression more than LU/HFD in mRNA sequencing analysis, although a total of 1823 common genes were identified among the CLE and LU groups. 

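The number of genes called for CLE was 2105 and for LU 1590. In the test of CLE against LU with limma, 1 gene passed. As a measure over all genes, each library was placed on the line from the mean of the ND libraries (0) to the mean of the HFD libraries (1). The CLE mice lay at 0.238, 0.27 and 0.455, with a mean of 0.321 ± 0.118 (SD, n = 3). The LU mice lay at 0.418, 0.358 and 0.528, with a mean of 0.435 ± 0.0866 (SD, n = 3). The positions of the CLE and LU mice overlapped (exact permutation test, two-sided p = 0.3, where 0.1 is the smallest that 3 mice against 3 allow). The paper states that CLE changed more genes than LU, and it supposes a synergy of luteolin with its glycoside and chlorogenic acid.

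**Figure D4:**
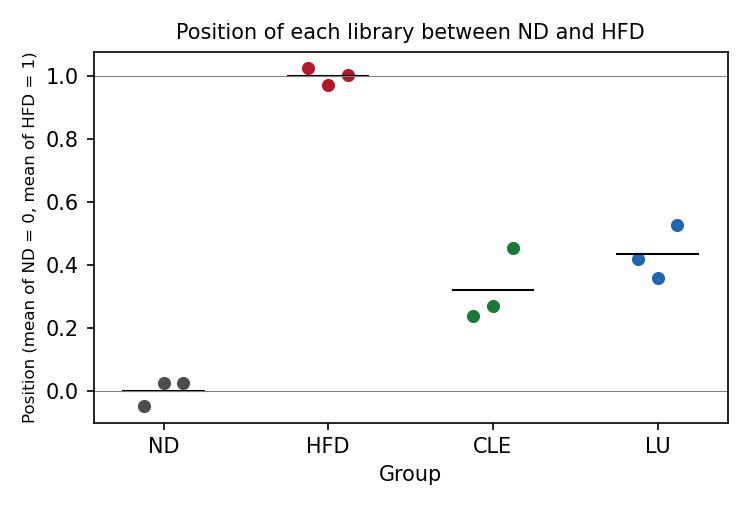
Position of each library (y axis, no unit) on the line from the mean of the ND libraries, set to 0, to the mean of the HFD libraries, set to 1, by group (x axis); points are mice and bars are means (n = 3). The CLE mice lie from 0.238 to 0.455 and the LU mice from 0.358 to 0.528.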

CLE contained luteolin 0.008%, only 4 % of CLE. It is supposed that CLE has synergy effect in combination luteolin, its glycoside and chlorogenic acid. Among flavonoids present in CLE, luteolin-7-O-β-D-glucuronide exhibited antioxidative and AGE-inhibitory activities [37]. Chlorogenic acid is well known to have anti-obesity and anti-diabetic effects [38]. This suggests a synergistic effect of the bioactive phytochemical compounds in CLE, but luteolin seemed to be more potent for obesity and related metabolic disorders than other compounds. Thus, these results indicate that luteolin in CLE may be responsible for its bioactive compound.

## 5. Conclusions

In conclusion, the present study demonstrated that CLE and LU supplements might improve obesity and its comorbidities, including insulin resistance, hepatic steatosis, and inflammation, by regulating glucose and lipid metabolism in HFD-induced obese mice. CLE and LU exhibited beneficial effects on obesity and dyslipidemia by increasing gene and transcript expressions for thermogenesis via lipid mobilization in eWAT, which, in turn, increases EE. At the same time, CLE down-regulated *Tnf*, which led to upregulation of *Pparg*, a regulator of lipogenesis and FA uptake genes in eWAT, which is linked to an attenuation of FA flux into other peripheral tissues, such as the liver, thereby alleviating lipotoxicity. In contrast to eWAT, CLE and LU suppressed the expression of lipogenic genes in the liver, ameliorating hepatic steatosis and, consequently, enhancing hepatic insulin sensitivity and dyslipidemia. Moreover, enhanced lipid storage capacity in adipose tissue reduced inflammation.

## Figures and Tables

**Figure 1:**
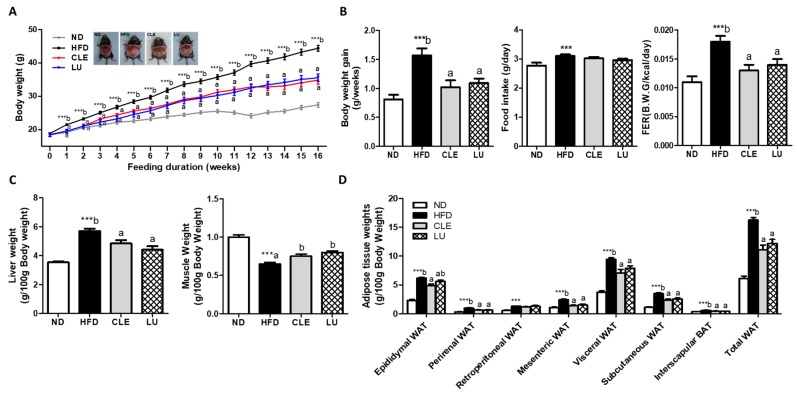
Effect of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on body weight in C57BL/6J mice fed a high-fat diet. (**A**) Weekly changes in body weight; (**B**) body weight gain, food intake, and food efficiency ratio (FER, body weight gain/energy intake); (**C**) organ weights (**D**) adipose tissue weights. Data are mean ± SE. Significant differences between HFD compared to ND are indicated *** *p* < 0.001 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*). WAT, white adipose tissue; BAT, brown adipose tissue.

**Figure 2:**
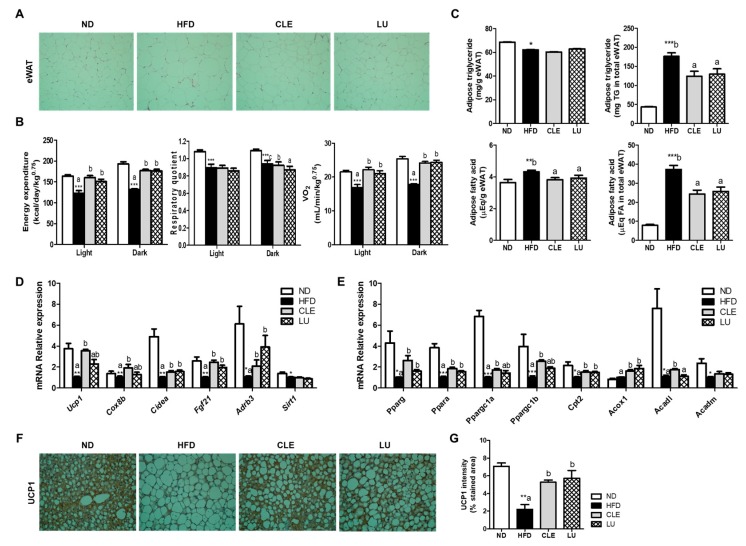
Effect of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on anti-adiposity. (**A**) eWAT morphology (magnification ×200); (**B**) energy expenditure, respiratory quotient and oxygen consumption (VO_2_); (**C**) lipid profile of eWAT; (**D**) adipocyte gene expression of thermogenic genes; (**E**) adipocyte gene expression of lipid metabolism-related genes; (**F**) immunohistochemistry of UCP1 staining in BAT (magnification ×200); (**G**) intensity of UCP1 in BAT. Mean ± SE. Significant differences between HFD compared to ND are indicated * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. Hematoxylin and eosin- and UCP1 immunohistochemistry-stained transverse-section of epididymal fat. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*). eWAT, epididymal white adipose tissue; UCP1, uncoupling protein-1; BAT, brown adipose tissue.

**Figure 3:**
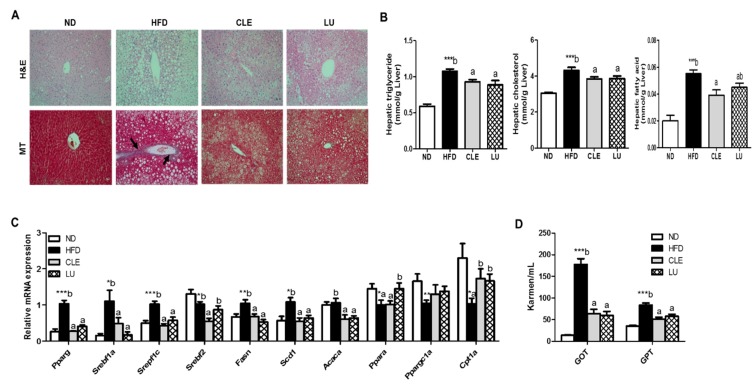
Effect of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on the hepatic steatosis-related markers in C57BL/6J mice fed a high-fat diet. (**A**) morphology and masson’s trichrome stain in liver (magnification ×200); (**B**) hepatic lipid levels (**C**) expression of hepatic lipid-regulating genes (**D**) hepatotoxicity index. Data are mean ± SE. Significant differences between HFD compared to ND are indicated * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*); H&E, hematoxylin and eosin; MT, masson’s trichrome; GOT, glutamic oxalacetic transaminase; GPT, glutamic pyruvic transaminase.

**Figure 4:**
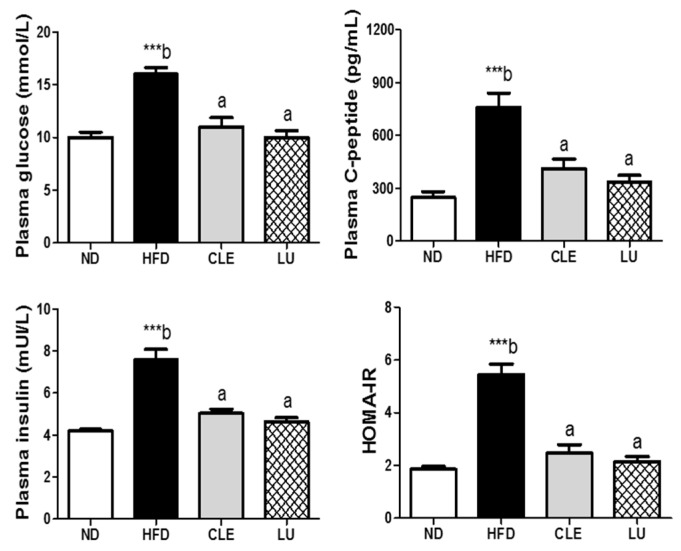
Effects of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on plasma glucose, insulin, C-peptide, and HOMA-IR in C57BL/6J mice fed a high-fat diet. Data are mean ± SE. Significant differences between HFD compared to ND are indicated *** *p* < 0.001 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*); HOMA-IR, homeostasis model assessment of insulin resistance.

**Figure 5:**
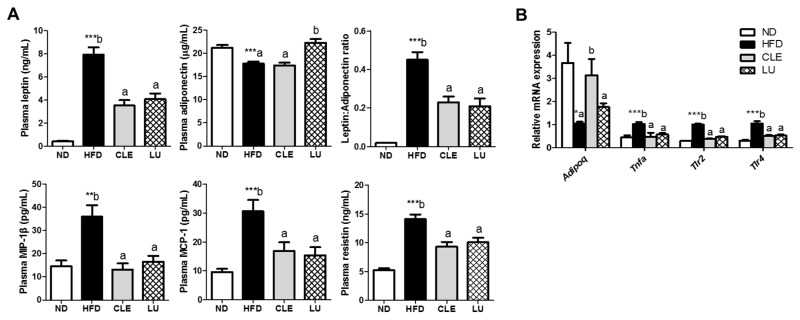
Effects of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on inflammation-related markers in C57BL/6J mice fed a high-fat diet. (**A**) Plasma adipokine and cytokine levels; (**B**) gene expression of adipokine and toll-like receptor genes in epididymal white adipose tissue. Data are mean ± SE. Significant differences between HFD compared to ND are indicated * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*); MIP-1β, macrophage inflammatory protein 1 beta; IL, interleukin; MCP-1, monocyte chemotactic protein 1; Adipoq, adiponectin; Tnfa, tumor necrosis factor α; Tlr, toll-like receptor.

**Figure 6:**
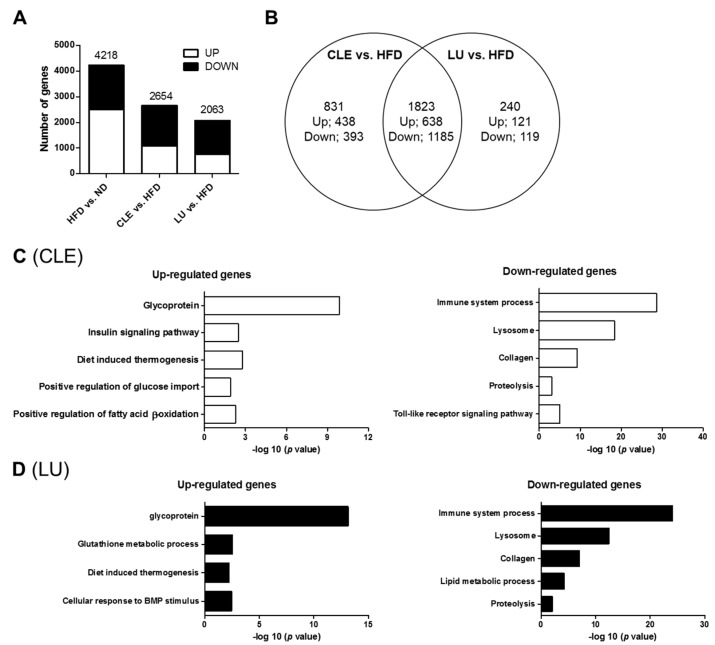
Transcriptional changes in eWAT of chrysanthemum leaf ethanol extract and luteolin groups compared to the high-fat diet group. (**A**) The numbers of up- or down-regulated genes in eWAT; (**B**) analysis of gene ontology in eWAT. Differentially expressed genes based on HFD compared to ND, CLE and LU compared to HFD comparison at *q* < 0.05, fold change > 1.5; (**C**,**D**) functional annotation clustering of gene ontology in eWAT in the CLE group and LU group, respectively. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*, eWAT, epididymal adipose tissue).

**Figure 7:**
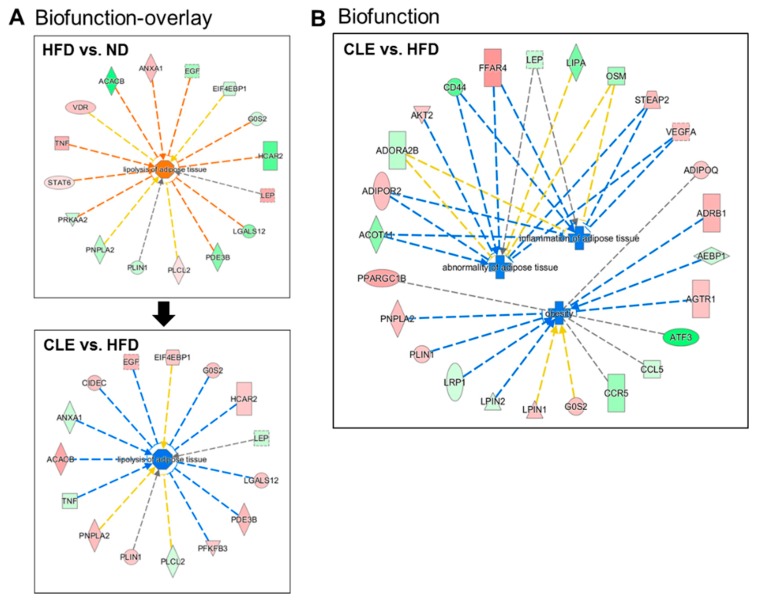
Biofunction analysis of differentially expressed genes from eWAT (**A**) Biofunction-overlay of the disease and function related to lipolysis in eWAT; (**B**) the disease and function in response to CLE in eWAT. Differentially expressed genes based on HFD compared to ND, and CLE and LU compared to HFD comparison for *q*- < 0.05, fold change > 1.5. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*); eWAT, epididymal adipose tissue. Red indicates upregulation relative to HFD; green indicates downregulation relative to HFD. Orange color indicates activation of biofunction; blue color indicates inhibition of biofunction. Grey nodes indicate input genes into the pathway analysis and the different symbols indicate gene functions. Yellow nodes indicate inconsistent effect with predicted. Cross shape, disease; octagon shape, function; square, cytokine; triangle, phosphatase; horizontal oval, transcription regulator; vertical diamond; enzyme; circle, other.

**Table 1:** Effects of chrysanthemum leaf ethanol extract and luteolin supplements for 16 weeks on plasma lipid levels in C57BL/6J mice fed high-fat diet.

Constituent	ND	HFD	CLE	LU
FFAs (mmol/L)	0.69 ± 0.03	0.82 ± 0.06 *	0.75 ± 0.04 ^#^	0.76 ± 0.05
TGs (mmol/L)	0.82 ± 0.06	0.98 ± 0.02 *	1.05 ± 0.05	1.05 ± 0.06
PLs (mg/dL)	276.74 ± 9.61	376.23 ± 16.90 ***^b^	329.75 ± 11.72 ^a^	327.28 ± 12.71 ^a^
Total-C (mmol/L)	3.95 ± 0.19	7.01 ± 0.38 ***^b^	5.59 ± 0.25 ^a^	5.40 ± 0.25 ^a^
HDL-C (mmol/L)	1.56 ± 0.04	1.88 ± 0.04 ***^a^	2.08 ± 0.05 ^b^	1.82 ± 0.05 ^a^
Non-HDL-C (mmol/L)	2.54 ± 0.15	5.48 ± 0.50 ***^b^	3.75 ± 0.25 ^a^	4.23 ± 0.23 ^a^
HTR	39.90 ± 1.15	26.87 ± 1.60 ***^a^	36.94 ± 2.11 ^b^	34.87 ± 1.78 ^b^
Apo A1 (mg/dL)	20.24 ± 0.27	19.18 ± 0.18 **^a^	20.85 ± 0.20 ^b^	20.43 ± 0.27 ^b^
Apo B (mg/dL)	3.61 ± 0.76	5.88 ± 0.51 ***^b^	3.71 ± 0.42 ^a^	4.08 ± 0.40 ^a^

Data are mean ± SE. Significant differences between HFD group compared to ND group are indicated at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and CLE group compared to HFD group are indicated # *p* < 0.05 (Student’s *t*-test). ^ab^ Means not sharing a common letter are significantly different among the HFD-fed groups at *p* < 0.05. ND, normal diet (AIN-76); HFD, high-fat diet (45% kcal from fat); CLE, HFD+chrysanthemum leaf ethanol extract (1.5%, *w*/*w*); LU, HFD+luteolin (0.003% *w*/*w*); FFAs, free fatty acids; TGs, triglycerides; PLs, phospholipids; total-C, total cholesterol; HDL-C, high-density lipoprotein cholesterol; non-HDL-C = (total-C) − (HDL-C); HTR, (HDL-C/total-C) × 100; Apo A1, apolipoprotein A1; Apo B, apolipoprotein B.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/11/6/1347/s1, Table S1: Identified flavonoids of chrysanthemum leaf ethanol extract. Table S2. Diet composition for animal experiment. Table S3. Classification of functional annotation clusters among upregulated genes from chrysanthemum leaf ethanol extract and luteolin-responsive genes in epididymal white adipose tissue of C57BL/6J mice fed a high-fat diet. Table S4. Primer sequences for genes used for real-time PCR.

## Abbreviations

ADPOQ	adiponectin
ADIPOR	adiponectin receptor
ACADL	acyl-Coenzyme A dehydrogenase, long-chain
ACADM	acyl-Coenzyme A dehydrogenase, medium chain
ACC	acetyl-CoA carboxylase
ACOX1	acyl-Coenzyme A oxidase 1
ADRB3	adrenergic receptor, beta 3
BAT	brown adipose tissue
BMP	bone morphogenetic protein
C	cholesterol
CIDEA	cell death-inducing DNA fragmentation factor, alpha subunit-like effector A
CLE	chrysanthemum leaf ethanol extract
COX8B	cytochrome c oxidase subunit VIIIb
CPT2	carnitine palmitoyltransferase 2
FAO	fatty acid oxidation
FASN	fatty acid synthase
FFA	free fatty acid
FGFf21	fibroblast growth factor 21
GOT	glutamic oxalacetic transaminase
GPT	glutamic pyruvic transaminase
HDL	high-density lipoprotein
HFD	high-fat diet
HOMA-IR	homeostatic index of insulin resistance
HTR	ratio of HDL-C to Total-C
IL	Interleukin
IPA	ingenuity pathway analysis
LD	lipid droplet
LU	luteolin
MCP-1	monocyte chemotactic protein 1
MIP-1β	macrophage inflammatory protein-1β
ND	normal diet
PGC1	peroxisome proliferative activated receptor, gamma, coactivator 1
PPAR	peroxisome proliferator-activated receptor
SCD1	stearoyl-CoA desaturase 1
SREBPs	sterol regulatory element-binding proteins
TG	triglyceride
TLR	toll-like receptor
TNF-α	tumor necrosis factor-α
UCP1	uncoupling protein 1
VCO_2_	carbon dioxide production
VLDL	very low density lipoprotein
VO_2_	whole-body oxygen consumption
WAT	white adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

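RNA of epididymal white adipose tissue from 3 mice of each of 4 groups (ND, HFD, CLE and LU) was measured, 12 libraries in all. The groups were mapped from the sample labels, which give the diet and the mouse number. The mice were 21 weeks old after 16 weeks of diet. For CLE, the columns carry another abbreviation than the paper, and were mapped through the diet named in the labels. The column used for ND mouse 4 is headed MD4 and was assigned to this mouse by inference, from the number, the letter R and its place among the ND columns in the header of the comparison of HFD with ND.

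The authors prepared paired-end libraries of 100 bases, sequenced them and quantified them with Cuffdiff, as the methods state; the text does not name the aligner. They deposited FPKM values, 1 column per library, for 152210 transcripts, some from the Ensembl annotation and others assembled from the reads. Of the 15 FPKM columns, 3 match no sample and were not used. The deposited table also marks transcripts that the authors called between groups at a fold change of 2.0 and a p-value of 0.05. The authors state that they called DEGs with DEGseq and normalization factors from the DEGES/edgeR method on read counts. That test was not repeated, because the table holds FPKM and no counts.

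The identifiers were matched to GENCODE release M21 (GRCm38). Of the known transcripts, 77000 of 78786 were found, and 87.6% of these had the same start and end in both. Transcripts assembled without an Ensembl transcript were left out of the gene values. Assembled transcripts held 65.3% to 92.7% of each column's total. That total ranged from 1290982 to 6409288 FPKM, while the totals over genes ranged from 435095 to 455040 FPKM. The transcripts of each gene were summed to 22947 genes. Gene positions are those of GENCODE.

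The main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), for the 12775 genes with FPKM of at least 1 in at least 3 libraries. All 12 libraries entered 1 fit with a coefficient per group, empirical Bayes moderation without trend, and no covariate. The contrasts were HFD against ND, CLE against HFD, LU against HFD and CLE against LU. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the contrast and a fold change over 1.5, the values given with Figure 6. Gene families were tested with limma's camera at an inter-gene correlation of 0.01. Differences of a single gene between groups of 3 were also given an exact permutation test, whose smallest two-sided p is 0.1. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.

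The genes named in the text are those the paper names for this tissue and, per contrast, the 5 with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap. The gene families, the lists of tissue genes and the alternatives were written down before the data were examined, apart from the second lists for liver, skin and skeletal muscle, the alternative without the libraries marked with the letter R, and the comparison of families between CLE and LU.

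The method was tested on simulated values of the 12775 genes with the spread of the real libraries, of which 200 were changed. At a log2 fold change of 1, 180 of the 200 were recovered (90%) with 3 other genes called, and at 2, 192 were recovered. For the families, 1 of 1 shifted family of 25 genes was found and 0 of 9 unshifted ones. The simulated genes varied independently, unlike real families.

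The deposited FPKM carry no depth. Low values were inspected for steps of whole reads. In 2452 genes with a single long transcript, the 5th percentile of the values above 0, multiplied by the length in kilobases, was between 0.0343 and 0.0538 per library, with no whole multiples, so reads were not recovered and no floor in reads is given.

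The alternatives were a pseudocount of 0.1, no filter, a filter on a mean of 5 FPKM, scaling to equal totals, by median ratios or by quantiles, a fit of only the groups compared, a trend in the moderation, array weights, the letter R as a covariate, the adjusted p alone, the transcript with the highest mean in place of the sum, separate HFD mice for correlations, an estimated inter-gene correlation, and leaving out each library in turn. The enrichment analyses with DAVID and IPA were not repeated, since they rest on tools and term lists that were not used here. The quantitative PCR, plasma and liver measurements were not analysed here. The result of 1 gene is not reported here.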

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

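The tests of a mean over the second list of liver genes, of the letter R and of assembled transcripts beside *Scd1* were chosen only after the results were seen; the others in this part were set before the values they measure were seen.

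*Scd1* was singled out because it is listed at 0 in 9 libraries, those of ND, CLE and LU, and at 9764, 10168 and 8592 FPKM in HFD mice 12, 15 and 18. The paper does not discuss this gene in eWAT. Both of its transcripts show this pattern, and no library has an intermediate value. One technical explanation is an upper limit on the fragments per locus in the quantification, above which a locus is listed at 0. In that case hardly any gene should have a higher product of FPKM and transcript length than *Scd1* has in the HFD libraries. The number of such genes was 0, the lowest product of *Scd1* being 41518 FPKM times kilobases and the highest of any other gene 18108, for *Fabp4*. Transcripts assembled without an Ensembl transcript are not in the gene table and were tested afterwards. Of the 8 transcripts with the highest FPKM, 4 assembled ones of 114 to 374 bases had a higher product than *Scd1* and were not listed at 0, which speaks against such a limit, although the fragments behind transcripts this short cannot be read from FPKM. A second explanation, reads placed in other transcripts over the same locus, could not be tested by its planned measure. The number of such transcripts at 1 FPKM or more in the 9 libraries was 0, but the table lists no other transcript over the locus, so no other value was possible. The cause of the zeros is left open, and the direction of *Scd1* cannot be read from these values. The authors' own marks do not list *Scd1* as changed in any comparison.

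Genes of liver are a signal outside those the paper discusses. Of the 7 liver genes on the first list with at least 0.5 FPKM in some library, 5 had ND mouse 2, HFD mouse 12, CLE mouse 2 and CLE mouse 11 as their 4 highest libraries, against 0.0141 by chance. *Apoa2* had 8.38, 4.56, 9.23 and 4.7 FPKM in these libraries and at most 1.15 FPKM in the other 8. *Fabp1*, a gene that the paper names, has the same 4 libraries above 1 FPKM. RNA from liver was tested on a second list of genes. The planned test, that most of 14 genes have these 4 libraries highest, was not met, with 4 genes, although chance gives 0.0283. The mean log2(FPKM + 1) over the 25 genes of the second list was 0.68 in the 4 libraries and 0.38 in the other 8, the largest difference among 495 choices of 4 libraries (exact one-sided permutation test, p = 0.00202). None of the 4 libraries carries the letter R, but by that letter the difference in *Fabp1* did not pass (exact two-sided permutation test, p = 0.099). Traces of liver RNA in these libraries may therefore be a source of the *Fabp1* values, as a hypothesis, since the first test was not met and the second was chosen afterwards. A change of *Fabp1* by diet cannot be told apart from it. No biological explanation was tested.

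Genes of skin and skeletal muscle are a further signal outside those the paper discusses. Of the 9 skeletal muscle genes on the first list with at least 0.5 FPKM in some library, 7 had HFD mouse 12 and CLE mouse 11 as their highest libraries, against 0.136 by chance. RNA from skin was tested on a list of other genes, of which 15 of 18 had these libraries highest, against 0.273 by chance. *Krt14* had 16.8 FPKM in HFD mouse 12, 21.7 FPKM in CLE mouse 11 and at most 1.06 FPKM in the other 10 libraries. RNA from skeletal muscle was tested on a second list, of which 1 of 11 genes had these libraries highest, against 0.167 by chance. Genes under 0.5 FPKM in every library were left out of that test, and it leaves RNA from skeletal muscle open. RNA from skin in these 2 libraries is a candidate source of the keratin genes. The 2 libraries belong to different groups. Most of the listed genes were under the filter on low FPKM, and an effect of diet on those was not tested. With limma, 8 skin genes could be tested, with 0 called higher and 1 lower with the HFD. On the first muscle list 2 could be tested, and *Pvalb* was called higher with the HFD (log2 fold change 2.72, limma adjusted p = 9.5e-05). It was called lower with CLE (-1.67) and with LU (-1.36). On the second muscle list 5 could be tested, with 0 called higher and 2 lower with the HFD.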

How the results depend on the processing

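The tests among the 8 libraries without the letter R and of the families between CLE and LU were chosen only after the result was seen. All counts of genes called in a direction against ND or HFD stayed within 1.5 times the main count under a pseudocount of 0.1, no filter, the 3 scalings, a fit of only the groups compared, a trend, array weights, the letter R as a covariate, the highest transcript and each leave-one-out fit. They moved further under these settings, and the cause was not tested. With a mean of at least 5 FPKM, the counts were 1265 higher for HFD against ND (main 1899), 825 lower for CLE (main 1296), 644 lower for LU (main 976), 416 for CLE alone (main 661) and 94 for LU alone (main 146). That filter left 9301 of the 12775 genes tested. With the adjusted p alone, 3278 genes were higher and 3167 lower for HFD against ND, 1984 and 2314 for CLE, 1688 and 1740 for LU, 3046 shared, 1252 for CLE alone and 382 for LU alone. The calls for LU alone ranged from 106 to 225 over the 12 leave-one-out fits and were 259 among the 8 libraries without the letter R, a setting chosen after seeing the data. The call between CLE and LU (1 gene) was 0 under a pseudocount of 0.1, no filter, the mean of 5 FPKM, median ratio and quantile scaling, the fit of only the groups compared, the trend, the letter R as a covariate and the highest transcript. It was 0 or 1 in the leave-one-out fits. With the main settings 672 genes had an unadjusted p under 0.05. For the 3 contrasts against ND or HFD, no scaling moved the share of higher calls by more than 10 percentage points; the furthest was 49.4% with quantiles against 58.0% for HFD against ND. It moved further for the genes called for 1 supplement alone. For CLE alone, 302 higher and 359 lower became 342 and 327 with equal totals, 344 and 314 with median ratios and 399 and 262 with quantiles. For LU alone, 107 higher and 39 lower became 71 and 50 with median ratios and 88 and 65 with quantiles.

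The correlation of HFD and CLE effects (-0.92) was -0.87 with separate HFD mice, and that of CLE and LU effects (0.94) was 0.86.

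Of 33 family results, those that passed at an inter-gene correlation of 0.01 did not pass when it was estimated for each family, with the directions kept. For HFD against ND the adjusted p was then 0.262 for BMP response, 0.102 for collagen, 0.135 for glutathione metabolism, 0.102 for immune cell, 0.239 for insulin signaling, 0.102 for lysosome, 0.262 for mitochondrial ribosomal proteins and 0.0767 for toll-like receptor signaling. For CLE, in the same order, it was 0.165, 0.106, 0.115, 0.102, 0.236, 0.102, 0.447 and 0.0767. For LU it was 0.236, 0.165, 0.102, 0.102, 0.397, 0.102, 0.361 and 0.0767. In leave-one-out fits the adjusted p was 0.0267 to 0.0869 for fatty acid oxidation and 0.0315 to 0.268 for lipogenesis in HFD against ND, 0.0351 to 0.365 for fatty acid oxidation with CLE, and 0.00686 to 0.0557 for insulin signaling with LU. The number of families that passed between CLE and LU, compared after seeing the data, was 7 and became 0 with estimated correlations, where 2 had an unadjusted p under 0.05; it was 4 to 9 in the leave-one-out fits.

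Of 73 log2 fold changes of named genes, 55 kept their direction and side of the limma threshold under all alternatives run for them, 12 lost significance under at least 1, 2 gained it and 4 changed sign. None of those that changed sign had passed the test with the main settings. *Fabp1* for HFD against ND (0.09) was -0.69 with the letter R as a covariate and -0.32 to 0.71 in the leave-one-out fits. With CLE, *Ppara* (-0.03) was 0.0216 with quantile scaling, 0.0671 with the letter R and -0.193 to 0.0633 in the leave-one-out fits. *Ppargc1a* (0.01) was -0.0368 with a pseudocount of 0.1, -0.18 with the letter R and -0.34 to 0.193 in the leave-one-out fits, and *Ppargc1b* (0.06) was -0.00713 to 0.131 in them. The cause was not tested.

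No paired analysis was possible because the mouse numbers of the compared groups overlap in fewer than 2 animals' numbers: HFD shares none with ND, CLE or LU, and CLE and LU share only number 2. The count-based alternatives were not run, since the table holds no counts. The depth is unknown, which limits what can be said of genes near 1 FPKM such as *Tnf* and of those listed at 0.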

Differences from the paper's values

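Of the tests in this part, only the count among the 8 libraries without the letter R was chosen after the result was seen. For genes changed by LU alone, the count was 146 against the paper's 240. The ratio was under 1.5 with a pseudocount of 0.1 (183 genes), with only the groups compared in the fit (183), with the highest transcript per gene (189) and in the leave-one-out fit with the most calls (225). It was over 1.5 with no filter (135), a mean of at least 5 FPKM (94), scaling to equal totals (135), by median ratios (121) or by quantiles (153), a trend (149), array weights (144), the letter R as a covariate (120), the adjusted p alone (382) and the lowest leave-one-out fit (106). Among the 8 libraries without the letter R, chosen after seeing the values, the count was 259. The paper's text describes all 240 as upregulated, while Fig. 6B draws both directions. Of the genes lower with LU alone, 39 were called, against about 120 in Fig. 6B, read by eye. The adjusted p alone gave 93, within 1.5 times the paper's value; the other alternatives set before the data were examined gave 19 to 74 and did not reach it.

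The other counts of DEGs were within 1.5 times the paper's. The paper states 2501 and 1717 genes for HFD against ND, where 1899 and 1374 were called, 1076 and 1578 for CLE, where 809 and 1296 were called, and 759 and 1304 for LU, where 614 and 976 were called. Its shared count is 1823, against 1444 here, and its count for CLE alone is 831, against 661.

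The paper describes *Fabp1* as lower with the HFD and higher with CLE. The log2 fold changes were 0.09 (limma adjusted p = 0.91) and 0.91 (limma adjusted p = 0.24). With the letter R as a covariate they were -0.69 (adjusted p = 0.264) and 1.297 (adjusted p = 0.0425), so the rise with CLE was called there; over the other alternatives its adjusted p was between 0.0612 and 0.503. The paper describes *Tnf* as lower with CLE. Its log2 fold change was -0.49 (limma adjusted p = 0.0315), so *Tnf* was called with the adjusted p alone and, in the leave-one-out fit with the largest fall (-0.67, adjusted p = 0.00402), also with the fold change. The log2(FPKM + 1) scale understates the change of a gene this low, so the missed fold change is no clear difference from the paper. *Adipor1*, which the paper describes as higher with CLE, had a log2 fold change of 0.14 (limma adjusted p = 0.152), and its adjusted p was between 0.121 and 0.311 under the alternatives.

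The paper lists thermogenesis among the terms of genes raised by CLE and by LU and fatty acid oxidation among those raised by CLE. The family lists used here are not the paper's terms. The thermogenesis family did not pass in limma's camera test (adjusted p = 0.216 with CLE and 0.514 with LU), and fatty acid oxidation with CLE had an adjusted p of 0.123, which fell to 0.0351 in one leave-one-out fit. The paper places lipid metabolism among the terms of genes lowered by LU; the lipogenesis and fatty acid uptake family had a median log2 fold change of 0.04 (camera adjusted p = 0.831). The paper names insulin signaling as a term of CLE; the family passed with LU as well (camera adjusted p = 0.018).

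In its Discussion, the paper describes genes of fatty acid oxidation as lower with CLE, without naming the assay. In these libraries *Cpt2* had a log2 fold change of 0.29 (limma adjusted p = 0.07), *Acadl* 0.13 (adjusted p = 0.38), *Ppara* -0.03 (adjusted p = 0.94), *Ppargc1a* 0.01 (adjusted p = 0.98) and *Ppargc1b* 0.06 (adjusted p = 0.77). *Cpt2* passed with quantile scaling (adjusted p = 0.0393), with the letter R as a covariate (adjusted p = 0.0317) and in one leave-one-out fit (adjusted p = 0.0116), each time with a rise.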

Other observations

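Of the tests in this part, those of the letter R and of scaling for the genes called, of the genes called for CLE alone, and of the families between CLE and LU were chosen only after the result was seen.

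Other splits of the libraries were tested beside the counts of genes. For HFD against ND, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in a direction, for the genes higher and for the genes lower. The same number, 1 of 10, was found for both directions of CLE against HFD and of LU against HFD. With 10 splits no share under 0.1 is possible, so chance cannot be excluded by this test. For CLE against LU, 1 of the 6 splits that part the mice numbered 2 gave as many genes. The remaining 4 of the 10 keep those mice together and were not compared, although the shared number marks no known pair. The letter R was in 2 ND libraries, 1 CLE library and 1 LU library. For the gene families, 3 of 10 splits gave as many for HFD against ND, 3 of 10 for CLE, 1 of 10 for LU and 2 of 6 for CLE against LU, the real one included. For the genes of Fig. 7A, 6 of 10 splits gave as many for HFD against ND and 5 of 10 for CLE, and for Fig. 7B 2 of 10. Every other split mixes the groups 2 to 1, so an effect of diet remains in it at a reduced size, and these counts say little about chance for families and gene lists. Over 100 draws of the 9 HFD, CLE and LU libraries into 3 groups, 2 gave as many shared genes and 2 as high a correlation of the CLE and LU effects, the real one included. The other draw kept the 3 HFD mice as 1 group and mixed CLE with LU. Over 100 draws of the ND, HFD and CLE libraries, 2 gave as low a correlation of the HFD and CLE effects. The median correlation over the other draws was 0.54 and -0.63.

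The effect of CLE ran against that of the HFD, with a Pearson's r across genes of -0.92 and a Spearman's rho of -0.89; for LU these were -0.91 and -0.88. Since the HFD libraries enter both contrasts, a negative r follows in part from the design. With separate HFD mice the median r was -0.87, and for the CLE and LU effects 0.863, so the shared HFD libraries alone do not give these values. Among the 8 libraries without the letter R, which may mark a separate sequencing run, r was -0.868 for HFD and CLE, where the ND group has 1 library, and 0.898 for CLE and LU. Of the genes called, 84.3% for CLE and 81.4% for LU were called in the same direction without the marked libraries. The patterns were thus also present without the marked libraries. Since no HFD library carries the letter, its effect was not separated from that of the diet where marked libraries are used. The mean scaling factors of HFD and ND differed by a ratio of 1.002. FPKM values are already scaled, so a ratio near 1 follows in part from that and does not exclude a shift of whole libraries. With quantile normalization, 1667 genes were called higher and 1708 lower for HFD against ND.

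Genes called for CLE and not for LU may lie close to the threshold in LU. Of the 661 such genes, 1 had an adjusted p under 0.05 in limma's test of CLE against LU, and 658 had the same sign with LU. In simulated values 179 of 200 genes changed at once by a log2 fold change of 1 between CLE and LU were called. The threshold is stricter when fewer genes differ. In the libraries, *Fam13a* had a log2 fold change of 1.06 between CLE and LU (standard error 0.46, limma adjusted p = 0.89) and was not called, so differences of this size between the supplements remain open. The CLE mice lay nearer to ND than the LU mice on average, with an exact two-sided permutation p of 0.3, and the difference cannot be told apart from the spread between mice. In families compared between CLE and LU by limma's camera after seeing the data, the immune cell family was lower with CLE (median log2 fold change -0.44, adjusted p = 1.2e-19) and insulin signaling higher (0.10, adjusted p = 8.8e-06), and 7 of 11 families passed. With the correlation between genes estimated, 0 passed.

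Genes of macrophages, on a list of 10, were called higher in 10 of 10 cases with the HFD and lower in 10 of 10 with CLE and with LU, with median log2 fold changes of 4.42, -2.76 and -2.14. A larger share of macrophage RNA is a candidate explanation for genes higher with the HFD. Within groups, after subtracting each group's mean, the 1804 genes called higher, apart from the macrophage list and the immune cell, lysosome and toll-like receptor families, had a median correlation of 0.498 with the macrophage list, against 0.068 for the 9470 genes not called, a difference of 0.43. The 1372 genes called lower had a median correlation of -0.282. Called genes of both directions thus went with the macrophage list within groups, so the test does not single out the share of macrophages. That a part of the rise follows this share among mice of a group remains possible. A change of expression within cells was not tested, since the tissue was measured whole. Red blood cell genes were called lower with the HFD in 5 of 5 cases, mesothelium genes in 5 of 6 and adipocyte genes in 6 of 7. With CLE, 6 of 7 adipocyte genes were called higher (median log2 fold change 0.63), and with LU 2 of 7 (median 0.50). *Plin1*, *Pnpla2* and *Adipoq* are on this list. Their rises with CLE were thus not separated from a change in the share of adipocyte RNA.

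Genes that the paper measured by quantitative PCR had the following values in these libraries. *Pparg* had 91.9 ± 18.9 FPKM (SD, n = 3 mice) in the ND group, 66.4 ± 3.05 with HFD, 90.6 ± 2.44 with CLE and 89.2 ± 10.1 with LU. Its log2 fold changes were -0.44 for HFD against ND (limma adjusted p = 0.016), 0.44 for CLE (limma adjusted p = 0.024) and 0.42 for LU (limma adjusted p = 0.039), all under the fold change of 1.5. *Adrb3* rose by 1.79 on the log2 scale with CLE (limma adjusted p = 0.00076). With CLE, *Cidea* had a log2 fold change of 0.16 (limma adjusted p = 0.57), *Cox8b* of 0.23 (limma adjusted p = 0.4) and *Fgf21* of 0.48 (limma adjusted p = 0.0491). *Tlr2* had log2 fold changes of -1.11 with CLE and -0.91 with LU (limma adjusted p = 2.0e-05 and 0.00014), and *Tlr4* of -0.48 and -0.50 (0.015 and 0.017), under the fold change of 1.5. *Tnf* was higher with the HFD than with ND by 0.83 (limma adjusted p = 0.0011). *Pck1*, which is named with these genes, had a log2 fold change of -2.36 for HFD against ND (limma adjusted p = 1.9e-06) and of 1.59 for LU against HFD (limma adjusted p = 0.00021). *Ucp1* stayed under the filter, at 0.46 FPKM or less in every library, and was not tested with limma. It is listed at 0.46, 0.037 and 0.0324 FPKM in the ND mice, 0, 0.0296 and 0 in the HFD mice, 0.254, 0.12 and 0.134 in the CLE mice and 0.092, 0.155 and 0.335 in the LU mice. Each CLE mouse and each LU mouse was thus above each HFD mouse (exact permutation test, two-sided p = 0.1 for both, the smallest possible).

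Of the called genes, 68.04% for HFD against ND, 68.1% for CLE and 66.8% for LU have a transcript marked as changed in the authors' table, whose thresholds differ from those of the paper's text.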
